# High-resolution transcriptome datasets during embryogenesis of plant-parasitic nematodes

**DOI:** 10.1038/s41597-024-03542-3

**Published:** 2024-06-26

**Authors:** Xueyu Wang, Zhiqing Guo, Dadong Dai, Chuanshuai Xie, Ziwei Zhao, Jinshui Zheng, Ming Sun, Donghai Peng

**Keywords:** Sequencing, Embryogenesis

## Abstract

Understanding the transcriptional regulatory characteristics throughout the embryogenesis of plant-parasitic nematodes is crucial for elucidating their developmental processes’ uniqueness. However, a challenge arises due to the lack of suitable technical methods for synchronizing the age of plant-parasitic nematodes embryo, it is difficult to collect detailed transcriptome data at each stage of embryonic development. Here, we recorded the 11 embryonic developmental time-points of endophytic nematode *Meloidogyne incognita* (isolated from Wuhan, China), *Heterodera glycines* (isolated from Wuhan, China), and *Ditylenchus destructor* (isolated from Jinan, China) species, and constructed transcriptome datasets of single embryos of these three species utilizing low-input smart-seq2 technology. The datasets encompassed 11 complete embryonic development stages, including Zygote, 2-cell, 4-cell, 8-cell, 24–44 cell, 64–78 cell, Comma, 1.5-fold, 2-fold, Moving, and L1, each stage generated four to five replicates, resulting in a total of 162 high-resolution transcriptome libraries. This high-resolution cross-species dataset serves as a crucial resource for comprehending the embryonic developmental properties of plant-parasitic nematodes and for identifying functional regulatory genes during embryogenesis.

## Background & Summary

Plant-parasitic nematodes are widely distributed in the ecosystem and have the ability to parasitize various tissues of thousands of plants, causing serious plant diseases and global economic agricultural crop losses^1,2^. The life history of plant-parasitic nematodes is completed within the infected host, where a zygotic cell undergoes a complex series of developmental processes to form a multicellular, functional embryo^3,4^. Crucial events in embryogenesis include reproductive system formation, digestive system determination, stylet formation and neuronal development^5^. These events involve rapid changes and complex regulatory mechanisms in molecular and cellular processes that are essential for the nematode’s parasitism^6^.

Previous research has established distinct variations in early embryonic cleavage patterns across nematode species, highlighting diverse and specific embryonic developmental characteristics that correlate with their phylogenetic positions^7,8^. Notable examples include the plasticity in embryogenesis pattern formation observed in *Acrobeloides nanus*^9^ and the postembryonic mouth dimorphism seen in *Pristionchus pacificus*^10^. Particularly striking peculiarities are observed within the Enoplea group, since members of clade 1B,such as *Enoplus brevis*^11^ and *Pontonema vulgaris*^12^, lack asymmetric cleavages during initial blastomere development, where a gut lineage was evident. Another example is *Tobrilus diversipapillatus*^13^ which displays a unique developmental feature of a prominent coeloblastula, a trait normally thought to be absent in nematodes. This diversity in embryonic development is further reflected in the considerable variability in the time taken by each species to reach equivalent developmental stages. For example, *H. glycines* embryos progress to the J2 stage in approximately six days^14^, while free-living *C. elegans* requires approximately three days to develop from zygote eggs into adults^15^. In contrast, *M. incognita* show a longer development time of up to 20 days^16^. The regulation of embryonic development time is species specific and is regulated by the complex interplay of genes involved in embryonic development. Despite their similar morphology and close genetic relationships, many nematode species exhibit distinct genome and developmental characteristics due to developmental drift or selection^17^. Comprehensive comparative analysis is essential to elucidate the differences between different nematode species.

Comparative transcriptome analysis across species during embryonic development is a valuable approach for elucidating gene expression patterns and understand the evolution of species with interspecific and intraspecific phenotypic variation^18,19^. For example, developmental disparities between *C. elegans* and *C. briggase* were analyzed by comparing the synchronized transition from embryo to adult stage and assessing the mRNA and protein levels changes throughout their life stages^20^. Another study has explored the relationship between embryonic development morphology and gene expression in five free-living nematode species, revealing both similarities and differences in gene expression that underline morphological differences of different species^21^. Moreover, more comprehensive studies spanning multiple nematode species have shed light on the evolutionary aspects of life cycle post-embryonic development. By comparing the developmental transcriptomes of eight nematode species at three developmental stages (embryo, larva and adult), analyzed the evolution of the life cycle after embryonic development^22^. All these studies focused on free-living nematodes species, while the current basic biology research on plant-parasitic nematodes is mainly focused on the parasitic stage, and the embryonic development is more about the description of morphology and development time, lacking data resources on its fine development stage. Thus, analyzing the commonality and specificity of gene expression at different stages of embryonic development across species can provide insight into the evolutionary relationships and courses among different nematode species. Additionally, understanding the embryonic transcriptome information can deepen our knowledge of various biological processes such as cell behavior, signal transduction and gene regulation within organisms, which holds value for understanding the adaptive evolution strategy of nematode defense against parasitic parasites^23^. To achieve this, comprehensive sampling and systematic study of the embryonic development process of different species are required to enhance our understanding of the embryogenesis behavior of plant-parasitic nematodes.

Here, the migratory endophytic potato tuber nematode (*Ditylenchus destructor*), the sedentary endophytic southern root-knot nematode (*Meloidogyne incognita*), and the sedentary endophytic soybean cyst nematode (*Heterodera glycines*) located on Clade 12 were selected (Fig. 1a). All of them are top-10 plant-parasitic nematodes known for causing significant damage to economic crops^1^. With well-establish laboratory culture, these nematodes can be easily isolation and purification using shallow plant method and sucrose gradient techniques^24,25^. Moreover, their high-quality reference genomes, comprehensive multi-omics functional gene annotations, and extensive basic research make them ideal candidates for dataset utilization and species development analysis. We utilized smart-seq2^26^ (Fig. 2) protocol to conduct single-embryo transcriptomics in three plant-parasitic nematodes. This approach effectively overcame technical challenges related to eggs age synchronization in nematode culture and conducting low-input single egg RNA sequencing. A total of 162 individual embryo libraries across 11 developmental stages were constructed to fill the existing data gap in understanding the fine embryonic developmental stages of plant-parasitic nematodes. These datasets substantially enrich the omics resources available by providing insights into the global gene expression dynamics at each embryonic developmental stage of the three plant-parasitic nematodes, and aim to elucidate the features of cross-species embryonic development.

**Fig. 1:**
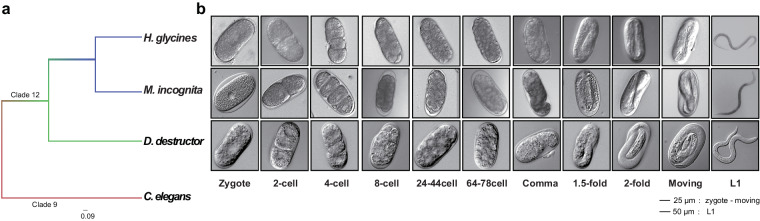
The embryogenesis characteristics of three plant-parasitic nematodes. (**a**) phylogenetic relationships between plant-parasitic nematodes and free-living nematodes species, (**b**) morphological characteristics of embryonic development during zygote to L1 stage.

**Fig. 2:**
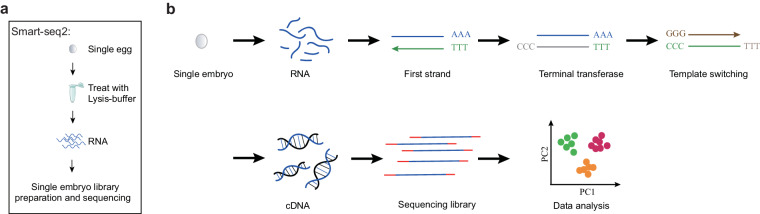
The workflow of single-embryo RNA sequencing based on the smart-seq2 protocol. (**a**) Schematic flow chart of Smart-seq2 library construction, (**b**) the experimental principle of each step.

## Methods

### Experimental design

In the large-scale investigation of nematode populations, the embryonic development of different nematodes was observed to exhibit similar gene expression patterns, primarily dictated by morphological characteristics rather than development time^27,28^. This led to the understanding that different nematode species share commonalities in embryonic development, as indicated by the classical description of embryonic development in nematodes^15^. Consequently, we continuously recorded of the embryonic development phenotypes of *D. destructor*, *M. incognita* and *H. glycines* from zygote stage to L1 larvae, namely Zygote, 2-cell, 4-cell, 8-cell, 24–44 cell, 64–78 cell, Comma, 1.5-fold, 2-fold, Moving, and L1 (Fig. 1b). The information gathered from these developmental stages can be well match with data from other nematode species for further comparative analyses.

### Nematode culture, collection and single embryo isolation

Nematode of the *M. incognita* strain, WHF4-1, were obtained from tobacco roots that had been infected for 35 days. The process of nematode isolation involved, firstly, cleaning and cutting the roots into pieces, followed by the release of the eggs through incubation in 10% sodium hypochlorite for 8 minutes. Subsequently, the mixture was transferred to a 500 μm filter and washed with tap water, followed by washing in a 0.01% Triton X-100 solution. Finally, the purified eggs were collected through centrifugation with 35% sucrose. Similarly, *H. glycines* (strain: Hg5#) nematodes were isolated from infected soybean roots after 35 days. The mature cysts were collected and mechanically disrupted to release the eggs, which were then sterilized with sodium hypochlorite and centrifuged with 35% sucrose to obtain purified eggs for further examination. *D. destructor* (strain: Dd1115) nematodes were isolated from sweet potato tubers after 28 days of infection. The process involved washing the infected potato pieces with sterile water, drying, and cutting them into a shallow dish. A screen of three layers of gauze was used to filter the sweet potato residue, and water was added until the residue was just submerged. The mixture was left at room temperature for 24 hours before collecting and crushing the lumps of sweet potatoes. The purified eggs were then obtained through centrifugation with a 35% sucrose solution.

### Single-embryo isolation and library preparation

Initially, single embryos were transferred into pre-labelled PCR microtubes containing lysis buffer (18 μl 0.3% Triton-X100 + 2 μl RNase inhibitor) measuring 1.5 μl in volume. The low-input mRNA from each of the individual embryos was then subjected to reverse transcription into cDNA using a sensitive highly-multiplexed single-cell RNA-seq (Smart-seq2) protocol. The embryos samples were then carefully cut under a microscope with a scalpel and subjected to rapid centrifugation to initiate the cleavage reaction procedure at 65°C for 10 minutes, followed by an additional incubation at 85°C for 1 minute. Subsequently, the reaction system for the synthesis of the template strand of cDNA was configured, by adding 1 μl of oligo-(dT)30 primer and 1 μl of dNTPs mix to the reaction test tube, followed by incubation at 72°C for 30 seconds to facilitate the specific binding of the PolyA tail. Upon completion of the reaction, the test tube was promptly placed on ice to proceed to the next step. Finally, the synthesis of the first-strand and second-strand reverse transcribed and PCR amplified was carried out in accordance with the Smart-seq2 protocol. The cDNA amplification products were subsequently purified using VAHTS DNA clean beads (Vazyme, CHINA). Following this, 25 μl of beads was added to the reaction system and thoroughly mixed to initiate the purification process, and the mixture was incubated for 8 minutes at room temperature to allow the binding of cDNA to the magnetic beads. With the aid of a magnetic rack, the magnetic beads were separated from the liquid, and the supernatant was carefully removed to clarify the solution. Throughout the process, the PCR tube was kept on the magnetic holder. Subsequently, 200 µl of freshly prepared 80% ethanol was added, and the mixture was incubated for 30 seconds at room temperature. After careful removal, the rinse was repeated. The cleaned-up cDNA was then eluted with 17 µl of Elution Buffer supernatant, resulting in the recovery of a total of 15 µl sample, which was subsequently transferred to a new low-adsorption EP tube and stored at −20 °C.

The library construction process began with a 20 µl reaction, comprising 4 µl of 5 × TTBL, 5 µl of TTE Mix V5, and 5 ng of cDNA (TruePrep DNA Library Prep Kit V2 for Illumina #TD502, Vazyme, CHINA), followed by an incubation at 55°C for 10 minutes. Afterward, 5 µl of 5 × TS solution was added to halt the fragmentation reaction. The addition of index sequences to both ends of the fragmented sequence was carried out using the TruePrep Index Kit V2 for Illumina #TD202, Vazyme, CHINA, with a 10 µl 5 × TAB, 5 µl N5 ×  × , 5 µl N7 ×  × , 1 µl TAE, and a 20 µl reaction volume. Following this, the libraries underwent length sorting (300–700 bp) with DNA clean beads, resulting in a total of 20 mL sample recovery. Subsequently, paired-end sequencing with 150 bp read length was performed using the Illumina NovaSeq 6000 platform.

### Sequencing data saturation test

In order to assess sequencing saturation, samples with the minimum amount of sequencing data volume for each species were selected. The sequencing saturation test involved the examination of samples Dd3_4 (*D. destructor*), Hg1_3 (*H. glycines*) and Mi5_2 (*M. incognita*). Using the seqkit^29^ software (v0.16.1), varying numbers of reads ((10, 50, 100, 200, 300, 500, 1000, 1500, 3000, 5000, (×1000)) were randomly selected for this analysis. The calculation results are shown in Fig. 3. The results indicate that using 3 million reads can achieve saturation and meet satisfy the analysis requirements.

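In the 3 libraries tested for saturation, 50% of the counts gave 92.1% to 93.3% of the genes with at least 1 count in the full library. Some shortfall is built in, since a draw can miss genes with few counts at any depth. Counts assigned to genes were drawn at random without replacement, 20 times per depth, from 4-cell replicate 4 of D. destructor, 24-44 cell replicate 2 of M. incognita and Zygote replicate 3 of H. glycines. The D. destructor library held 788085 counts and 10992 genes. A draw of 10000 counts found 34.0% of these genes, 100000 counts found 75.9% and 500000 counts found 95.8%. Of the 18072 genes among the 1645421 counts of the M. incognita library, 100000 counts found 62.7%, 500000 found 86.7% and 1500000 found 99.1%. The H. glycines library held 181109 counts and 6639 genes, of which 10000 counts found 53.4%, 50000 found 84.1% and 100000 found 93.3%. With 50% of its counts, each library gave 93.3%, 92.9% and 92.1% of its genes in the same order. Over the libraries of each species, 50% of the counts gave a median of 97.8% of the genes in D. destructor (lowest 91.9%), 94.7% in M. incognita (lowest 87.9%) and 94.7% in H. glycines (lowest 88.2%). At 100000 counts per library the medians were 72.1%, 60.0% and 66.6%. None of the 3 totals reaches the number of reads that the paper gives for saturation, so a draw of that size cannot be made from these counts, which include only reads assigned to genes. By total counts the smallest libraries were 8-cell replicate 4 of D. destructor (300110), 4-cell replicate 3 of M. incognita (851576) and Zygote replicate 3 of H. glycines.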

**Fig. 3:**
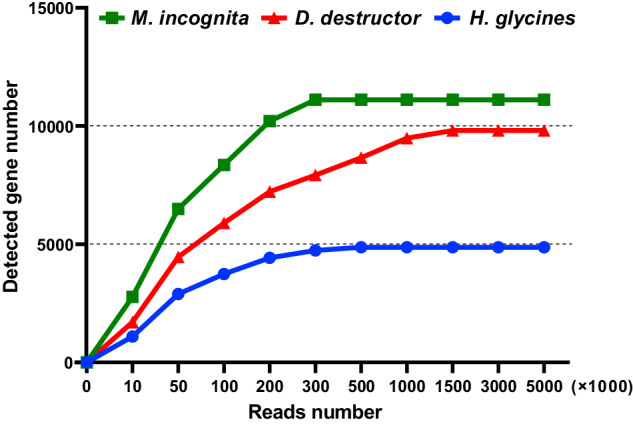
Sequencing data saturation analysis. The X-axis represents the number of randomly selected sampled reads, while the Y-axis shows the number of detected genes.

### Gene expression analysis

The reference genome for *M. incognita* WHF4-1 could be found in our previous work^30^, and also could be downloaded at ncbi https://www.ncbi.nlm.nih.gov/biosample/33562119. These datasets are applicable to other publicly reference genome versions as well on the wormbase website. Upon obtaining these genome files, the sequenced reads underwent filtering and trimming using fastp^31^ (v0.20.1). Subsequently, the filtered reads were annotated to their respective species with the specified options (hisat2 -p -x -1 -2 -S –summary-file) using HISAT2^32^ (v2.2.1). Following this preprocessing step, read counts were generated using HTseq^33^. (v0.6.1) and gene expression levels were calculated as transcripts per kilobase million (TPM) using the RSEM^34^ (v1.2.28) command. To enable RSEM to perform these calculations, transcriptome indexes required were prepared using the command rsem-prepare-reference rsem-calculate-expression, with the following options (rsem-calculate-expression –paired-end -no-bam-output –alignments -p). To identify the expressed genes, those with TPM > 1 from at least one time point were selected.

### General statistics and plots

All statistical analyses and plots were conducted in R, using the following packages: ggplot2 (v3.4.0), reshape2^35^ (v.1.4.4), plyr^36^ (v1.8.8), and pheatmap (v1.0.12), unless stated otherwise.

## Data Records

The raw data supporting the study findings for 162 single embryo libraries have been deposited in NCBI with the SRA accession: SRP447238^37^. Additional processed gene count data have been deposited on the GEO: GSE268038^38^. For further inquiry into specific developmental stage data, refer to the accession numbers provided in the Tables 1–3.

**Table 1:** Statistics of the *D. destructor* sequencing data.

Sample	Stages	Total genes detected (TPM ≥ 1)	Overall alignment rate (%)	Accession
Dd1_1	Zygote	7724	56.87%	SRX20871657
Dd1_2	Zygote	7734	43.43%	SRX20871658
Dd1_3	Zygote	7274	44.81%	SRX20871660
Dd1_4	Zygote	8242	41.14%	SRX20871661
Dd2_1	2-cell	8125	42.21%	SRX20871662
Dd2_2	2-cell	7332	42.70%	SRX20871663
Dd2_3	2-cell	9048	48.66%	SRX20871664
Dd2_4	2-cell	8983	55.33%	SRX20871665
Dd2_5	2-cell	8924	58.72%	SRX20871666
Dd3_1	4-cell	8996	55.77%	SRX20871667
Dd3_2	4-cell	10804	60.91%	SRX20871668
Dd3_3	4-cell	10417	60.82%	SRX20871669
Dd3_4	4-cell	10864	63.14%	SRX20871671
Dd3_5	4-cell	9336	70.33%	SRX20871672
Dd4_1	8-cell	8458	61.16%	SRX20871673
Dd4_2	8-cell	9502	65.98%	SRX20871674
Dd4_3	8-cell	9062	65.19%	SRX20871675
Dd4_4	8-cell	8353	67.92%	SRX20871676
Dd4_5	8-cell	9184	65.04%	SRX20871677
Dd5_1	24–44cell	9526	74.57%	SRX20871678
Dd5_2	24–44cell	10774	70.34%	SRX20871679
Dd5_3	24–44cell	10077	74.53%	SRX20871680
Dd5_4	24–44cell	9792	68.84%	SRX20871744
Dd5_5	24–44cell	8514	67.13%	SRX20871745
Dd6_1	64–78cell	10982	74.35%	SRX20871746
Dd6_2	64–78cell	11953	75.29%	SRX20871747
Dd6_3	64–78cell	11927	66.95%	SRX20871748
Dd6_4	64–78cell	10303	70.75%	SRX20871749
Dd6_5	64–78cell	8603	62.79%	SRX20871750
Dd7_1	Comma	9932	72.55%	SRX20871751
Dd7_2	Comma	12162	74.18%	SRX20871752
Dd7_3	Comma	12557	46.47%	SRX20871753
Dd7_4	Comma	9830	49.75%	SRX20871755
Dd7_5	Comma	12703	53.21%	SRX20871756
Dd8_1	1.5-fold	12384	63.55%	SRX20871757
Dd8_2	1.5-fold	11880	68.07%	SRX20871758
Dd8_3	1.5-fold	12201	53.13%	SRX20871759
Dd8_4	1.5-fold	10845	69.61%	SRX20871760
Dd8_5	1.5-fold	9462	74.82%	SRX20871761
Dd9_1	2-fold	12099	57.30%	SRX20871762
Dd9_2	2-fold	11189	71.37%	SRX20871763
Dd9_3	2-fold	12834	66.71%	SRX20871764
Dd9_4	2-fold	15012	74.97%	SRX20871766
Dd9_5	2-fold	8787	69.67%	SRX20871767
Dd10_1	Moving	12959	72.60%	SRX20871768
Dd10_2	Moving	13767	60.23%	SRX20871769
Dd10_3	Moving	13506	55.26%	SRX20871770
Dd10_4	Moving	12242	79.54%	SRX20871771
Dd10_5	Moving	11879	44.07%	SRX20871772
Dd11_1	L1	8615	57.31%	SRX20871773
Dd11_2	L1	10725	55.86%	SRX20871774
Dd11_3	L1	10981	57.49%	SRX20871775
Dd11_4	L1	11883	57.08%	SRX20871683
Dd11_5	L1	9565	59.95%	SRX20871684

**Table 2:** Statistics of the *M. incognita* sequencing data.

Sample	Stages	Total genes detected (TPM ≥ 1)	Overall alignment rate (%)	Accession
Mi1_1	Zygote	15707	91.32%	SRX20871646
Mi1_2	Zygote	19153	91.90%	SRX20871647
Mi1_3	Zygote	16658	63.75%	SRX20871688
Mi1_4	Zygote	16309	91.75%	SRX20871699
Mi1_5	Zygote	18352	89.57%	SRX20871710
Mi2_1	2-cell	25845	93.09%	SRX20871783
Mi2_2	2-cell	21935	94.09%	SRX20871794
Mi2_3	2-cell	22554	48.01%	SRX20871805
Mi2_4	2-cell	16472	40.45%	SRX20871722
Mi2_5	2-cell	20259	81.14%	SRX20871733
Mi3_1	4-cell	17369	90.53%	SRX20871648
Mi3_2	4-cell	17609	91.15%	SRX20871659
Mi3_3	4-cell	16748	45.33%	SRX20871670
Mi3_4	4-cell	13041	41.38%	SRX20871681
Mi3_5	4-cell	20076	86.79%	SRX20871754
Mi4_1	8-cell	20668	47.23%	SRX20871765
Mi4_2	8-cell	23100	87.87%	SRX20871682
Mi4_3	8-cell	20366	78.21%	SRX20871685
Mi4_4	8-cell	20729	86.91%	SRX20871686
Mi4_5	8-cell	20809	92.59%	SRX20871687
Mi5_1	24–44cell	18860	59.16%	SRX20871698
Mi5_2	24–44cell	14862	91.22%	SRX20871690
Mi5_3	24–44cell	16014	91.09%	SRX20871691
Mi5_4	24–44cell	21065	37.65%	SRX20871692
Mi5_5	24–44cell	13958	81.65%	SRX20871693
Mi6_1	64–78cell	14103	82.91%	SRX20871694
Mi6_2	64–78cell	17441	85.28%	SRX20871695
Mi6_3	64–78cell	19373	89.01%	SRX20871696
Mi6_4	64–78cell	32171	56.24%	SRX20871697
Mi7_1	Comma	17729	67.43%	SRX20871698
Mi7_2	Comma	21078	58.98%	SRX20871700
Mi7_3	Comma	19383	74.80%	SRX20871701
Mi7_4	Comma	27580	89.19%	SRX20871702
Mi7_5	Comma	28101	89.56%	SRX20871703
Mi8_1	1.5-fold	23350	93.07%	SRX20871704
Mi8_2	1.5-fold	25229	89.33%	SRX20871705
Mi8_3	1.5-fold	24151	65.22%	SRX20871706
Mi8_4	1.5-fold	8313	77.18%	SRX20871707
Mi8_5	1.5-fold	17332	91.81%	SRX20871708
Mi9_1	2-fold	32042	69.48%	SRX20871709
Mi9_2	2-fold	22314	91.49%	SRX20871711
Mi9_3	2-fold	22300	67.63%	SRX20871712
Mi9_4	2-fold	25344	68.51%	SRX20871713
Mi9_5	2-fold	16179	89.43%	SRX20871776
Mi10_1	Moving	20104	71.30%	SRX20871777
Mi10_2	Moving	21588	91.01%	SRX20871778
Mi10_3	Moving	15438	69.07%	SRX20871779
Mi10_4	Moving	17228	88.22%	SRX20871780
Mi10_5	Moving	22465	93.64%	SRX20871781
Mi11_1	L1	12993	94.83%	SRX20871782
Mi11_2	L1	13868	96.06%	SRX20871784
Mi11_3	L1	15936	95.50%	SRX20871785
Mi11_4	L1	13404	95.51%	SRX20871786
Mi11_5	L1	15443	92.83%	SRX20871787

**Table 3:** Statistics of the *H. glycines* sequencing data.

Sample	Stages	Total genes detected (TPM ≥ 1)	Overall alignment rate (%)	Accession
Hg1_1	Zygote	5500	78.68%	SRX20871788
Hg1_2	Zygote	6299	80.67%	SRX20871789
Hg1_3	Zygote	5391	79.70%	SRX20871790
Hg1_4	Zygote	6635	78.37%	SRX20871791
Hg1_5	Zygote	7470	76.31%	SRX20871792
Hg2_1	2-cell	8037	71.39%	SRX20871793
Hg2_2	2-cell	7507	74.26%	SRX20871795
Hg2_3	2-cell	7789	88.59%	SRX20871796
Hg2_4	2-cell	8639	78.31%	SRX20871797
Hg2_5	2-cell	9378	88.83%	SRX20871798
Hg3_1	4-cell	8021	71.31%	SRX20871799
Hg3_2	4-cell	9820	79.74%	SRX20871800
Hg3_3	4-cell	8866	74.47%	SRX20871801
Hg3_4	4-cell	7383	72.01%	SRX20871802
Hg3_5	4-cell	8685	75.95%	SRX20871803
Hg4_1	8-cell	8548	63.19%	SRX20871804
Hg4_2	8-cell	8033	91.17%	SRX20871806
Hg4_3	8-cell	9096	65.62%	SRX20871807
Hg4_4	8-cell	8355	91.09%	SRX20871714
Hg4_5	8-cell	8560	81.49%	SRX20871715
Hg5_1	24–44cell	9431	73.69%	SRX20871716
Hg5_2	24–44cell	8288	80.42%	SRX20871717
Hg5_3	24–44cell	9275	62.95%	SRX20871718
Hg5_4	24–44cell	9450	80.22%	SRX20871719
Hg5_5	24–44cell	9534	79.18%	SRX20871720
Hg6_1	64–78cell	9601	89.93%	SRX20871721
Hg6_2	64–78cell	10369	92.19%	SRX20871723
Hg6_3	64–78cell	9078	79.22%	SRX20871724
Hg6_4	64–78cell	10576	77.29%	SRX20871725
Hg6_5	64–78cell	9112	79.49%	SRX20871726
Hg7_1	Comma	9802	67.68%	SRX2087127
Hg7_2	Comma	11625	70.89%	SRX20871728
Hg7_3	Comma	8362	71.84%	SRX20871729
Hg7_4	Comma	13551	76.27%	SRX20871730
Hg7_5	Comma	8370	73.19%	SRX20871731
Hg8_1	1.5-fold	11313	79.81%	SRX20871732
Hg8_2	1.5-fold	12079	69.06%	SRX20871734
Hg8_3	1.5-fold	12811	67.53%	SRX20871735
Hg8_4	1.5-fold	8066	81.24%	SRX20871736
Hg8_5	1.5-fold	11230	78.02%	SRX20871737
Hg9_1	2-fold	12022	81.21%	SRX20871738
Hg9_2	2-fold	9193	80.95%	SRX20871739
Hg9_3	2-fold	12686	81.13%	SRX20871740
Hg9_4	2-fold	10909	82.22%	SRX20871741
Hg10_1	Moving	13001	83.53%	SRX20871742
Hg10_2	Moving	10812	76.39%	SRX20871743
Hg10_3	Moving	10481	78.70%	SRX20871649
Hg10_4	Moving	8010	86.89%	SRX20871650
Hg10_5	Moving	8803	78.74%	SRX20871651
Hg11_1	L1	10324	89.72%	SRX20871652
Hg11_2	L1	8889	78.25%	SRX20871653
Hg11_3	L1	9616	88.77%	SRX20871654
Hg11_4	L1	9608	86.28%	SRX20871655
Hg11_5	L1	9482	89.64%	SRX20871656

## Technical Validation

The transcriptome datasets outlined in this study were optimized using established single nematode sequencing technology. In the preliminary experiment, we encountered challenges in achieving a clean cutting operation on small individual nematode eggs, attributed to their smooth egg shells. Consequently, we conducted repeated sampling of 10–20 individual samples in each period and subsequently filtered down to 4 to 5 replicates for further analysis. 

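Whole single embryos of *Ditylenchus destructor* (the potato rot nematode), *Meloidogyne incognita* (a root-knot nematode) and *Heterodera glycines* (the soybean cyst nematode) were sequenced at 11 stages from Zygote to L1. The 162 libraries comprise 54 per species, with 5 embryos at each stage except Zygote of D. destructor, 64-78 cell of M. incognita and 2-fold of H. glycines, which have 4 each. The authors selected these embryos from a larger number sampled at each stage. The sources used here do not say whether the embryos of a stage came from separate cultures, so p-values measure the spread between these embryos. Smart-seq2 copies polyadenylated RNA into full-length cDNA, here sequenced as paired ends without strand information and without molecular identifiers. Counting intervals and floors therefore cover counting error only, and counts at overlapping genes on opposite strands are uncertain. The authors trimmed reads with fastp, aligned them with HISAT2 and counted them per gene with HTSeq. The resulting tables hold whole-number counts for 15798 genes of D. destructor, 45320 of M. incognita and 18219 of H. glycines, of which 20, 2659 and 226 had 0 counts in every library. The M. incognita genome holds near-identical gene copies that may share reads. Counts were scaled to CPM, the counts of a gene per 1000000 counts of the library, with no correction for gene length, because the exon lengths behind the paper's TPM values were not used here. The files do not pair gene IDs with names, and 0 of the IDs matched the reference table of D. destructor genes, so genes are given by ID. Gene positions are those listed by the authors, on their WHF4-1 assembly for M. incognita, while the assemblies of the other species are not given in the sources used here. Moving replicates 1 and 2 of H. glycines differed in 17 of 18219 genes, with totals of 5241872 and 5241863, and were counted as 1 library, leaving 53 for that species and 4 at Moving. The paper's table gives these 2 libraries different numbers of genes and different alignment rates, so the 2 columns cannot both match it. Among all other replicate pairs of a stage, the lowest chi-square per degree of freedom was 12.0 in D. destructor, 15.8 in M. incognita and 12.1 in H. glycines. Samples were compared by Pearson r of log2(CPM + 1) and by the number of genes with at least 1 CPM, each tested with 100000 permutations of libraries. Stages were compared gene by gene with edgeR's quasi-likelihood test after TMM scaling and edgeR's default filter on low counts.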

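Total counts per library ranged from 300110 to 10641389 (median 5260363.5) in D. destructor, from 851576 to 11336360 (median 3311382) in M. incognita and from 181109 to 10955776 (median 4166536) in H. glycines, where the near-identical pair counts once. In D. destructor, totals ranged from 3883671 to 5352588 (median 4440675) at Zygote, 3334494 to 4589079 (median 4004883) at 2-cell and 788085 to 10641389 (median 4760985) at 4-cell. Later cleavage and gastrulation gave 300110 to 7125599 (median 3324155) at 8-cell, 5917633 to 7905884 (median 7131257) at 24-44 cell and 1291164 to 6103772 (median 2805720) at 64-78 cell. They ranged from 2536102 to 7768327 (median 5110503) at Comma, 4092289 to 7554239 (median 5334264) at 1.5-fold and 4002831 to 9326223 (median 5484876) at 2-fold, and then from 3397808 to 6187425 (median 5508640) at Moving and 6463144 to 7528212 (median 6959915) at L1. In M. incognita, totals ranged from 2057594 to 6452984 (median 5173095) at Zygote, 1385396 to 5430462 (median 3100339) at 2-cell and 851576 to 6662092 (median 3026146) at 4-cell. Later cleavage and gastrulation gave 1717420 to 3999124 (median 3919510) at 8-cell, 1645421 to 11336360 (median 2978011) at 24-44 cell and 1113914 to 8536638 (median 4301220.5) at 64-78 cell. They ranged from 1972614 to 4868310 (median 2979995) at Comma, 1135675 to 3640985 (median 2134931) at 1.5-fold and 1385758 to 5290319 (median 2219731) at 2-fold, and then from 3315852 to 5963856 (median 3662320) at Moving and 2460877 to 3665016 (median 3244764) at L1. In H. glycines, totals ranged from 181109 to 6224278 (median 5401732) at Zygote, 3790158 to 5764356 (median 4917625) at 2-cell and 3218185 to 10955776 (median 5714781) at 4-cell. Later cleavage and gastrulation gave 750757 to 5826347 (median 3490595) at 8-cell, 2221968 to 4501613 (median 2951532) at 24-44 cell and 2475987 to 7088146 (median 3344278) at 64-78 cell. They ranged from 432574 to 1828689 (median 1203333) at Comma, 1648401 to 9215425 (median 3910032) at 1.5-fold and 2110754 to 3628030 (median 2853452) at 2-fold, and then from 1918922 to 5241859 (median 4765289.5) at Moving and 4166536 to 7155022 (median 5738019) at L1. Values near 1 CPM rest on few counts, above all in the smallest libraries.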

All input cDNA concentrations were rigorously determined using Qubit^®^ 3.0 Fluorometer, followed by library construction with a cDNA starting amount of 5 ng using Tn5 transposase. Subsequent to quality control, involving the removeal of adapters, it was found that 50% to 90% of the reads in each library could be successfully mapped to the reference genome (Tables 1–3). To assess the repeatability of the data, we computed the TPM value of each gene in every sample and performed clustering through correlation coefficient, the analysis results showed a high correlation between duplicate samples and adjacent development stages, especially evident in the cell stages of the three species (Fig. 4). 

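Embryos of the same stage had more similar transcriptomes than embryos from stages further apart in all 3 species. The mean r over pairs of the same stage was 0.771 in D. destructor, 0.671 in M. incognita and 0.815 in H. glycines, against 0.604, 0.536 and 0.654 over pairs at least 2 stages apart. Pairs from neighbouring stages lay between these values, at 0.742, 0.639 and 0.723. Each of the 6 differences from pairs at least 2 stages apart had p = 1e-05 (one-sided permutation test of stage labels over 54, 54 and 53 libraries), the smallest p that 100000 permutations can give. Of the stages named by cell number, those up to 8-cell are given here, after Zygote. In D. destructor r was 0.819 ± 0.0167 (SD over 6 pairs) at Zygote, 0.834 ± 0.0304 (SD over 10 pairs) at 2-cell, 0.847 ± 0.0352 at 4-cell and 0.848 ± 0.0153 at 8-cell. The corresponding values in H. glycines were 0.807 ± 0.0269, 0.883 ± 0.0166, 0.844 ± 0.0296 and 0.834 ± 0.0368, over 10 pairs each. In M. incognita they were 0.619 ± 0.0113, 0.708 ± 0.0428, 0.647 ± 0.0287 and 0.679 ± 0.0204, and the highest value of that species was 0.733 ± 0.0126 at L1. Lower values were found at Comma in D. destructor (0.626 ± 0.0987) and in H. glycines (0.562 ± 0.0803) and at Moving (0.645 ± 0.140 and 0.728 ± 0.0744). In H. glycines 64-78 cell, also a cell stage by name, had 0.890 ± 0.00968. It lay above Zygote, 4-cell and 8-cell, as did the later stages 1.5-fold (0.874 ± 0.0248) and L1 (0.862 ± 0.0241). The mean r with the libraries of each stage was highest for the library's own stage in 36 of 54 libraries of D. destructor, 27 of 54 of M. incognita and 29 of 53 of H. glycines. It was highest for a neighbouring stage in 15, 20 and 21 libraries and for a more distant stage in 3, 7 and 3. The 5 Comma libraries of H. glycines stood apart, with a mean r from 0.302 with Zygote to 0.420 with 1.5-fold. Each r is taken across genes, which are not independent replicates: 15343 genes of D. destructor, 36457 of M. incognita and 17066 of H. glycines with a mean of at least 1 CPM in at least 1 stage. From the correlations between samples in Fig. 4, the paper concludes that replicates and adjacent stages resemble each other, most clearly in the cell stages.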

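The spread between embryos of the same stage at gastrulation, here taken as 24-44 cell and 64-78 cell, was compared with that of Zygote to 8-cell. In D. destructor, the mean r of an embryo with the others of its stage was 0.838 over the 19 libraries from Zygote to 8-cell and 0.814 over the 10 gastrulation libraries. This difference of -0.0236 passed the test (two-sided permutation test, p = 0.00512), although the libraries overlapped, from 0.807 to 0.864 before and from 0.784 to 0.844 at gastrulation. In M. incognita, r was 0.663 over 20 earlier libraries and 0.616 over 9 gastrulation libraries, a difference of -0.0473 (permutation p = 0.00418). In H. glycines, r was 0.842 before and 0.865 at gastrulation over 20 and 10 libraries, and the difference of 0.0232 did not pass the test (permutation p = 0.0598). By stage, r at 24-44 cell was 0.829 ± 0.0259 (SD over 10 pairs) in D. destructor, 0.609 ± 0.0619 in M. incognita and 0.841 ± 0.0205 in H. glycines. At 64-78 cell it was 0.799 ± 0.0266 over 10 pairs, 0.624 ± 0.0688 over 6 pairs and 0.890 ± 0.00968 over 10 pairs. The fall in D. destructor was -0.0144 (permutation p = 0.0954) with Spearman's rho and -0.00974 (permutation p = 0.266) without replicate 5 of every stage, while that in M. incognita was -0.0359 (permutation p = 0.0594) and -0.0202 (permutation p = 0.231) without replicate 1 and replicate 5, and -0.00789 (permutation p = 0.651) with Comma added. In H. glycines the difference was -0.0781 (permutation p = 0.0295) with Comma added, -0.00265 (permutation p = 0.808) with a pseudocount of 0.1 and 0.0433 (permutation p = 0.0023) with a pseudocount of 10, and the libraries of a stage share pairs, so they are not independent.

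**Figure D1:**
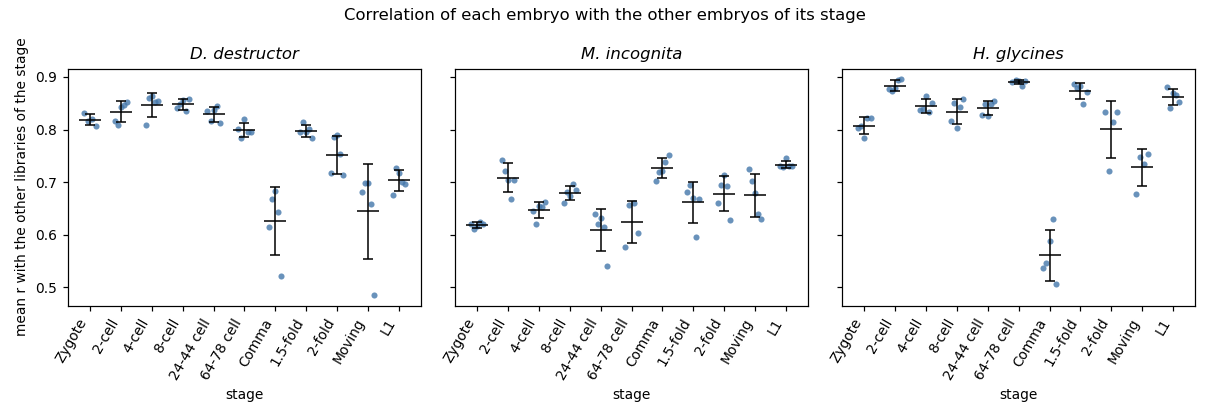
Mean Pearson r of log2(CPM + 1) of each library with the other libraries of its stage (y axis) at each of the 11 stages (x axis) in the 3 species. Points are libraries and lines give the mean ± SD; the lowest stage mean is that of Comma in H. glycines, 0.562.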

Notably, we observed significant fluctuations in different samples during the gastrula development period, indicating that the embryo development underwent pronounced fluctuations, indicative of a transitional process between distinct developmental stages, as depicted in Fig. 4. In order to assess the validity of the data, the number of genes expressed at each developmental stage in different species was quantified, offering a preliminary insight into gene dynamic expression as a valuable data resource (Fig. 5). 

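The number of expressed genes rose from Zygote to the stages of morphogenesis and was lower at L1 in all 3 species. A gene was counted at a stage where its mean over the libraries was at least 1 CPM. In D. destructor the number rose from 9277 genes at Zygote to 14329 at Comma and 14462 at Moving, with 13179 at L1. In M. incognita it rose from 23699 at Zygote to 31677 at Comma and stood at 19032 at L1, its lowest number, whereas Fig. 5 shows the highest number of this species there. In H. glycines it rose from 9389 at Zygote to 16173 at Comma, with 13544 at Moving and 11566 at L1. For Moving in this species, Fig. 5 shows about 14000, read by eye. Leaving out each library of the stage in turn gave 14230 to 14499 genes at Moving in D. destructor, 30097 to 32399 at Comma in M. incognita and 15755 to 16226 at Comma in H. glycines. The number of genes with a mean of at least 1 CPM at every stage was 7747 in D. destructor, 12854 in M. incognita and 7149 in H. glycines. Among genes with a mean of at least 10 CPM in some stage, the stage of highest expression was most often Moving in D. destructor (2211 of 12439 genes, 17.8%) and Zygote in M. incognita (3514 of 23883, 14.7%). In H. glycines it was Comma for 6060 of 13839 genes (43.8%). Those Comma libraries held 432574 to 1828689 counts each. In them the CPM of genes low at all other stages rose with the length of the gene's span, with a median slope of 0.126. Slopes at the other stages, at most 0.0276, were taken over other genes that were low at Comma too, so this is not a like comparison. Over all genes, the 10% with the longest span held 26.7% to 30.2% of the counts at Comma and at most 22.2% in any other library.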

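More genes were detected per embryo from Comma to Moving than from Zygote to 8-cell in each species. At a threshold of 1 CPM, D. destructor embryos had 8458 ± 1175 genes (SD, n = 19) from Zygote to 8-cell and 11711 ± 1648 (SD, n = 20) from Comma to Moving. The difference of 3252 genes had p = 1e-05 in a two-sided permutation test, the smallest p that 100000 permutations can give. Here and below, single libraries were permuted and not whole stages. Each p therefore measures the spread between embryos, not between the stages of a period. M. incognita embryos had 18302 ± 2704 genes (SD, n = 20) early and 23817 ± 4979 (SD, n = 20) late, a difference of 5515 (permutation p = 0.00017). H. glycines embryos had 8256 ± 1056 genes (SD, n = 20) early and 11520 ± 2299 (SD, n = 18) late, a difference of 3264 (permutation p = 1e-05). The lowest stage mean in D. destructor was 7272 ± 352 (SD, n = 4) at Zygote and the highest 12198 ± 2371 (SD, n = 5) at Moving. In M. incognita, L1 embryos had the lowest mean, 14174 ± 1428, and Comma embryos the highest, 26530 ± 6278 (SD, n = 5 each). Zygotes of H. glycines had 6976 ± 900 genes and Comma embryos 12658 ± 2497 (SD, n = 5 each). With a threshold of 10 CPM the difference in M. incognita was 837 genes and did not pass the test (permutation p = 0.304), and without the Comma libraries, an alternative added after the data were seen, that in H. glycines was 2827.

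**Figure D2:**
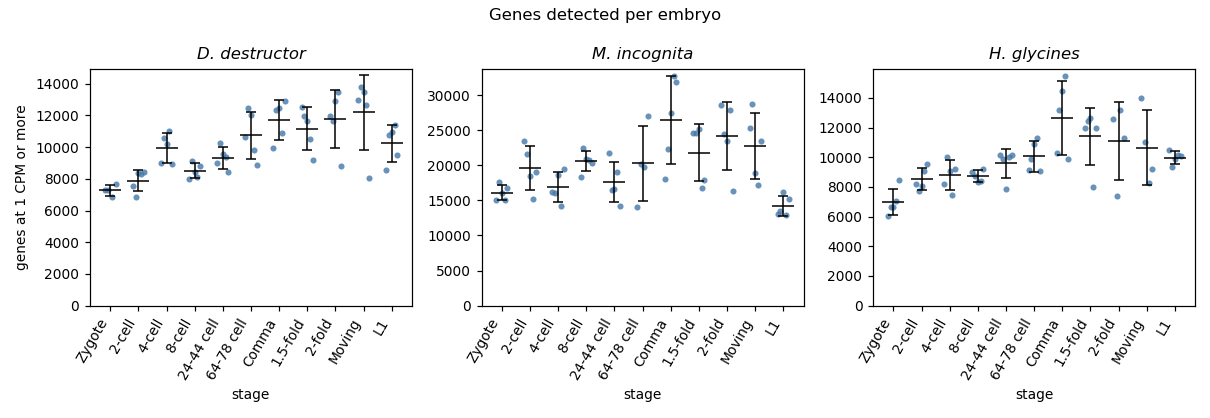
Genes with at least 1 CPM in each library (y axis) at each of the 11 stages (x axis) in the 3 species. Points are libraries and lines give the mean ± SD; in D. destructor the mean is 7272 at Zygote and 12198 at Moving.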

The processed gene count data file has been uploaded to the GEO database, and the resulting information has been tabulated (Tables 1–3). 

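In D. destructor embryos, 937 genes were higher and 236 lower at 24-44 cell than at Zygote, of 8969 tested. By the paper's alignment rates, every 24-44 cell library aligned better than every Zygote library, so stage cannot be told apart from alignment rate here. The gene with the largest rise, Dd_08783 on Dd_chr3 from 12274534 to 12276723, had 0 counts in the 4 Zygote libraries and 590 ± 453 CPM (SD, n = 5) at 24-44 cell, at least 3781-fold higher (edgeR adjusted p = 0.00131). The gene with the largest fall, Dd_01970 on Dd_chr1 from 12730923 to 12731751, went from 410 ± 141 CPM (SD, n = 4) to 1 count over 5 libraries, a ratio of 13533 (95% exact counting interval 2428 to 534579, edgeR adjusted p = 5.04e-06). From 24-44 cell to Moving, 1374 genes rose and 954 fell, of 11362. Dd_03574, on Dd_chr2 from 2427228 to 2438361, rose from 0 counts to 683 ± 736 CPM (SD, n = 5 per stage), at least 7934-fold (edgeR adjusted p = 0.000314). Dd_06482, on Dd_chr2 from 22295714 to 22297629, fell from 448 ± 362 CPM to 0.454 ± 0.387 CPM (SD, n = 5 per stage), a log2 fold change of -9.92 (standard error 1.02, edgeR adjusted p = 0.000173). From Moving to L1, 0 of 12250 genes passed edgeR's test at an adjusted p under 0.05, while 912 had an unadjusted p under 0.05. DESeq2 called 450 of the 14947 genes it tested. In simulated counts of this comparison, over the 12250 genes only, 75 of its 151 calls were false. That share depends on how many changed genes were simulated, so it does not give the share of false calls among the 450. With all libraries of the species in 1 edgeR fit, 152 passed (49 higher and 103 lower). Adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and a floor is 3 counts over the libraries of the stage at 0. With RLE factors in place of TMM, the median log2 fold change of all genes moved from 0.44 to 0.67 between 24-44 cell and Moving and from -0.23 to -0.35 between Moving and L1. Without 1 library, the first count of 1173 genes became 776 (Zygote replicate 1), 738 (Zygote replicate 3), 701, 617 and 738 (24-44 cell replicates 2, 3 and 5), and without Moving replicate 5 the counts of the later comparisons were 3996 and 11, against 2328 and 0. DESeq2 called 2594 and 5472 genes in the first 2 comparisons, and 600 and 1473 passed edgeR's test for a change of at least 2-fold. The first count was 251 with the replicate number as a block and 2226 with all libraries of the species in 1 fit.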

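In M. incognita embryos, 782 genes rose and 124 fell from 24-44 cell to Moving, of 17455 tested. The largest rise was that of Mi_29655, on Mi_Chr_04 from 2826527 to 2828672, from 1 count over 5 libraries to 9513 ± 13979 CPM (SD, n = 5), a ratio of 234298 (95% exact counting interval 42051 to 9254340, edgeR adjusted p = 0.000125). Mi_10273, on Mi_Chr_30 from 2477638 to 2478376, fell from 13.7 ± 3.59 CPM (SD, n = 5) to 0 counts, at least 64.4-fold lower (edgeR adjusted p = 0.0110, and from 3.18e-06 to 0.0669 over the alternatives, highest with the replicate number as a block). From Moving to L1, 130 genes rose and 189 fell, of 14811. Mi_29703, on Mi_Chr_04 from 3163081 to 3164546, rose from 1.89 ± 3.11 CPM to 5981 ± 6740 CPM (SD, n = 5 per stage), a log2 fold change of 11.58 (standard error 1.91, edgeR adjusted p = 0.0118). Mi_31514, on Mi_Chr_20 from 101999 to 107322, fell from 148 ± 85.9 CPM (SD, n = 5) to 0 counts in the 5 L1 libraries, at least 699-fold lower (edgeR adjusted p = 0.00130). Between Zygote and 24-44 cell, 0 of 15148 genes passed edgeR's test, and 717 had an unadjusted p under 0.05, fewer than the 5% that chance gives. DESeq2 called 799 of the 31056 genes it tested. In simulated counts of this comparison, over the 15148 genes only, 102 of its 158 calls were false. This share too depends on how many changed genes were simulated and does not give the share of false calls among the 799. The 0 did not hold in 2 edgeR alternatives, which called 98 genes without a filter (71 higher and 27 lower, with 7181 of 35711 at an unadjusted p under 0.05) and 773 with all libraries of the species in 1 fit (625 and 148, with 7296 of 32703). Reads of near-identical copies may be shared among these genes. With RLE factors in place of TMM, the median log2 fold change of all genes moved from 0.18 to 0.48 between 24-44 cell and Moving and from -0.32 to -0.52 between Moving and L1. Without 1 library, the 906 genes of the first comparison became 1650, 1436 and 1583 (24-44 cell replicates 1, 4 and 5), and the 0 genes between Zygote and 24-44 cell became 2 (Zygote replicate 2) and 1 (24-44 cell replicate 5). The 319 genes between Moving and L1 became 52 (31 higher and 21 lower), 72 (42 and 30) and 102 (53 and 49) without Moving replicates 1, 2 and 3, where the balance turned, 881 without Moving replicate 4, and 141, 185, 663 and 201 without L1 replicates 1 to 4, and DESeq2 called 5253 and 4458 genes in these later comparisons. Between Moving and L1, most of the genes called by DESeq2 (462 higher and 3996 lower), without a filter (375 and 1119) and with all libraries in 1 fit (34 and 164) were lower. With the replicate number as a block 82 passed, 57 higher and 25 lower.

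**Figure D3:**
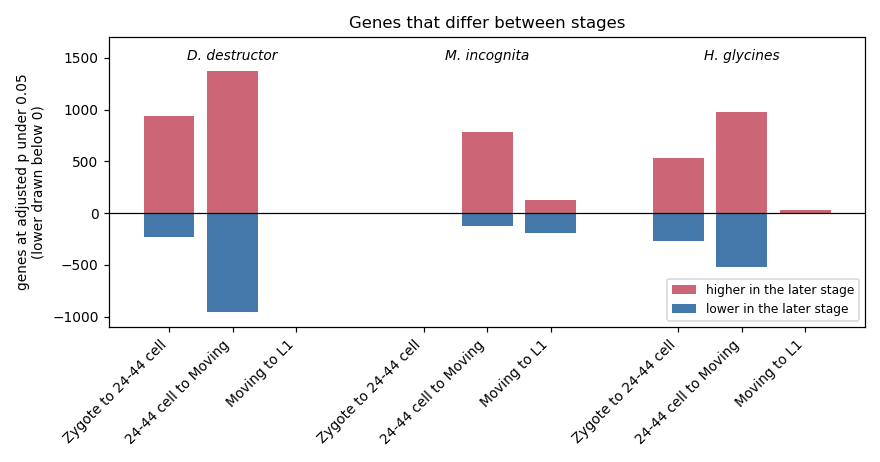
Number of genes past an adjusted p of 0.05 in edgeR's quasi-likelihood test (y axis) in each of the 3 stage comparisons (x axis) of the 3 species. Bars above 0 count genes higher at the later stage and bars below 0 count genes lower at the later stage; M. incognita has 782 and 124 between 24-44 cell and Moving.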

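In H. glycines embryos, 535 genes were higher and 270 lower at 24-44 cell than at Zygote, of 7492 tested. HG00992, on contig_018 from 13001 to 17900, had the largest rise, from 0 counts to 122 ± 128 CPM (SD, n = 5 per stage), at least 1005-fold higher (edgeR adjusted p = 0.00237). HG01763, on contig_025 from 364508 to 364837, had the largest fall, from 177 ± 195 CPM to 1.79 ± 1.89 CPM (SD, n = 5 per stage), a log2 fold change of -6.64 (standard error 1.37, edgeR adjusted p = 0.00567). From 24-44 cell to Moving, 978 genes rose and 525 fell, of 9531. HG12823, on contig_184 from 760607 to 762093, rose from 0 counts over 5 libraries to 3638 ± 5124 CPM (SD, n = 4), at least 21579-fold (edgeR adjusted p = 0.00633). HG12474, on contig_181 from 18120 to 21681, fell from 37.2 ± 22.7 CPM (SD, n = 5) to 0 counts over 4 libraries, at least 166-fold lower (edgeR adjusted p = 0.00384). From Moving to L1, 34 genes rose and 4 fell, of 10055. HG06089, on contig_085 from 202466 to 203625, rose from 0 counts over 4 libraries to 1331 ± 937 CPM (SD, n = 5), at least 7251-fold (edgeR adjusted p = 0.00390, and from 1.19e-24 to 0.0957 over the alternatives, highest with the replicate number as a block). HG11917, on contig_172 from 558423 to 559901, fell from 180 ± 59.8 CPM (SD, n = 4) to 1 count over 5 libraries, a ratio of 4885 (95% exact counting interval 876 to 193034, edgeR adjusted p = 0.000155). With RLE factors in place of TMM, the median log2 fold change of all genes between 24-44 cell and Moving moved from 0.21 to 0.39. The 38 genes between Moving and L1 became 58 without Moving replicate 4, 133 without Moving replicate 5 and a number between these without Moving replicate 1, and 309 (73 higher and 236 lower) with all libraries of the species in 1 fit, while DESeq2 called 2397, 2832 and 673 genes (314 higher and 359 lower in the last) in the 3 comparisons. With the replicate number as a block, 967 genes passed between 24-44 cell and Moving and 3 between Moving and L1.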

After quality control and alignment verification, the datasets successfully achieved the capture of gene expression dynamics, providing a feasible basis for later multi-version genome alignment.

**Fig. 4:**
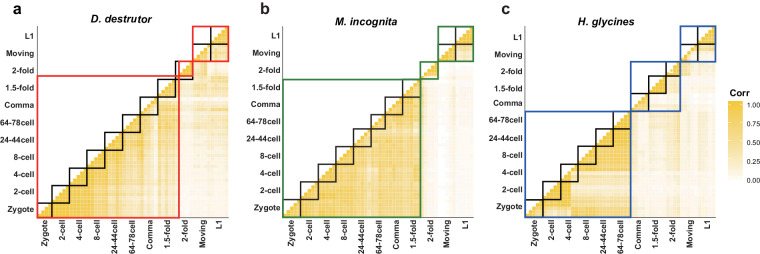
Test of correlation of data between each sample replicate about three species. The analysis included filtered gene sets only if their TPM ≥ 1. The quality of the data was assessed using replicates from the same stage for biological replicate comparisons, revealing a high correlation in expression values between biological replicates of each species. (**a**–**c**) plant-parasitic nematodes generally showed a high correlation between the early and middle stages of embryonic development, samples from the zygote, 2-cell, 4-cell, 8-cell and 24–44 cell stages clustered closely, indicating that early developmental transcriptional profiles are similar.

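Libraries of different stages from Zygote to 24-44 cell resembled each other more than libraries of different stages from Comma to L1 in all 3 species. In D. destructor the mean r was 0.800 over the early pairs and 0.618 over the late pairs (one-sided permutation test, p = 1e-05). In H. glycines it was 0.806 and 0.598 (permutation p = 1e-05), again the smallest p these permutations can give. M. incognita had the smallest difference, with 0.632 over early pairs and 0.581 over late pairs (permutation p = 0.0102). Single libraries were permuted and not whole stages, so each p measures the spread between embryos, not between stages. In a tree built from 1 - r with average linkage and divided into 2 clusters, the 25 libraries of M. incognita from Zygote to 24-44 cell fell into the same cluster, together with 3 of the 4 libraries of 64-78 cell, 2 of Comma and 1 of 1.5-fold. In D. destructor such a division separated Moving replicate 5 from all other libraries, and in H. glycines it separated the 5 Comma libraries from all others. The M. incognita difference was 0.0339 with Spearman's rho and did not pass the test (permutation p = 0.0528). The order of the species depended on the measure: with Pearson r of CPM with no log, M. incognita had the largest difference (0.510, against 0.434 in D. destructor and 0.410 in H. glycines). With Zygote to 64-78 cell against 1.5-fold to L1, the differences were 0.0540 in M. incognita and 0.0555 in H. glycines. Without the Comma libraries, an alternative added after the data were seen, the H. glycines difference fell to 0.0614 (permutation p = 0.00121). All these r include genes low at the stages compared. Over genes with a mean of at least 1 CPM in the stage itself, r within Zygote was 0.673 in D. destructor and 0.658 in H. glycines. Zygote was the lowest of the early stages in both. From 2-cell to 24-44 cell, r was 0.724, 0.771, 0.752 and 0.743 in D. destructor. In H. glycines these stages had 0.785, 0.735, 0.734 and 0.770. Compared with Zygote, r was higher at 1.5-fold (0.747 and 0.830) and 2-fold (0.708 and 0.742). At Comma (0.575 and 0.521) and Moving (0.605 and 0.646) it was lower than at Zygote, and L1 had 0.640 and 0.773. In M. incognita, r within a stage was 0.456 to 0.590 from Zygote to 24-44 cell and 0.576 to 0.682 from Comma to L1. The r between stages was not computed over such genes, so shared low genes may add to the early values.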

**Fig. 5:**
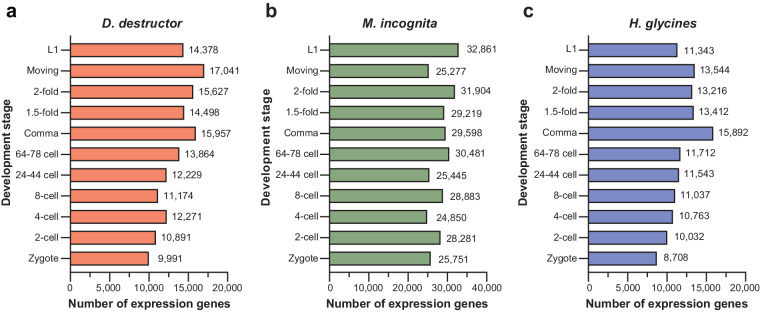
Statistical analysis of gene expression in three plant parasitic nematodes at different stages of embryo development. The X-axis represents the embryonic development stages, while the Y-axis shows the number of expressed genes. Genes that had an average TPM ≥ 1 across all biological replicates for at least one stage in each developmental phase were considered expressed genes, enabling an examination of overall gene expression in each stage.

## Data Availability

No custom software code was developed for this study. All bioinformatics tools and pipelines are Follow the manuals and protocols provided by the respective software developers. The software and version have been thoroughly described in the Methods section.

How the deposited data were processed for this re-analysis (not part of the article)

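Single-embryo RNA was measured with Smart-seq2 in D. destructor, M. incognita and H. glycines at 11 stages from Zygote to L1, with 162 libraries in all. The authors trimmed reads with fastp (version 0.20.1), aligned them with HISAT2 and counted them per gene with HTSeq. The values are whole-number counts per gene and library with no normalization, and every column was used. The paper's TPM values, made with RSEM, were not used here. CPM took their place, since no exon lengths for these gene IDs were at hand, and alternatives with TPM from annotated lengths were not run for that reason. TPM from the genomic span of each gene, introns included, was added as an alternative after the data were seen.

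The totals per library were 300110 to 10641389 counts in D. destructor, 851576 to 11336360 in M. incognita and 181109 to 10955776 in H. glycines. A pair of columns that differed in at most 50 genes was counted as 1 library, with the mean of the columns rounded down. This applied to Moving replicates 1 and 2 of H. glycines, and the count with both columns was added as an alternative after the data were seen. The alternatives without the Comma libraries of H. glycines and without libraries aligned under 50% in the paper's tables were added at the same time.

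The tests, the groups, the alternatives and the rule for named genes were chosen before the data were examined, except where an alternative or a test is said to be added later. The rule named, for each comparison, the ID with the largest rise and the ID with the largest fall among IDs with an adjusted p under 0.05, a mean of at least 10 CPM in the higher stage and every library of 1 stage above every library of the other. Lists of genes by function and protein families were planned but not used here, since the IDs could not be tied to names.

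Similarity between libraries was the Pearson r of log2(CPM + 1), with a pseudocount of 1, over genes with a mean of at least 1 CPM in at least 1 stage. Differences of mean r were tested with 100000 permutations of stage labels over libraries, 1-sided for replicates, neighbouring stages and the early stages, and 2-sided for gastrulation and for the number of genes detected. Where groups of several stages were compared, single libraries were permuted and not whole stages, so p measures the spread between embryos. Genes were detected at 1 CPM or more in a library, and expressed at a stage with a mean of at least 1 CPM. Saturation was computed from 20 random draws per depth without replacement from the counts of a library. Alternatives were Spearman's rho, CPM without a log, pseudocounts of 0.1 and 10, all genes with at least 1 count, genes with a mean of at least 10 CPM in a stage, libraries thinned to the smallest total, other detection thresholds, other groups of stages, another random seed and the omission of each replicate number in turn.

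Stages were compared for Zygote to 24-44 cell, 24-44 cell to Moving and Moving to L1 with edgeR (version 4.0.16) in R (version 4.3.3). Counts were scaled with TMM, filtered with filterByExpr and tested with the quasi-likelihood test over the libraries of the 2 stages only, and p was adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. Alternatives were DESeq2 (version 1.42.0), RLE factors, no filter, the replicate number as a block, all libraries of the species in 1 fit, libraries thinned to the smallest total, a change of at least 2-fold and the omission of each library in turn. A fold against a stage at 0 counts was computed against a floor of 3 counts over the libraries of that stage. With 1 to 3 counts, the ratio of pooled counts is given with its exact 95% interval. The files do not state that replicate numbers pair samples across stages.

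The test was checked on simulated counts at the spread that edgeR estimated from each comparison, over the genes that passed its filter. There were 200 changed genes, 40 at each of 5 sizes of change. The share of false calls depends on these settings. For D. destructor from Zygote to 24-44 cell, edgeR recovered 2.5% of 2-fold, 15% of 4-fold, 30% of 8-fold, 47.5% of 16-fold and 72.5% of 64-fold changes. For M. incognita from Zygote to 24-44 cell, where 0 genes passed, it recovered 5% of 16-fold and 42.5% of 64-fold changes, and for D. destructor from Moving to L1 it recovered 20% and 50% of them. The share recovered at 64-fold in the 9 comparisons ranged from 35% to 85%. Of the genes called, edgeR called falsely between 0 of 31 and 4 of 65, and DESeq2 between 43 of 151 and 102 of 158. The 16-fold and 64-fold changes, and a further simulation at a low spread, were added after a first simulation recovered few genes.

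Outliers within a stage were sought with Dixon's ratio. Other splits of the libraries of each comparison, 100 with the real one, were tested with the same edgeR steps. Neighbouring genes were compared with 10000 shuffles of the genes that rose among the genes tested. Calculations used Python (version 3.11.15), numpy (2.4.6), pandas (2.3.3), scipy (1.17.1), matplotlib (3.10.9) and limma (3.58.1).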

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

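All the values of this part come from a search for single libraries far from the others of their stage, by Dixon's ratio, in the number of genes detected, the share of counts in the 10 most abundant genes and the mean r with the other libraries of the stage. In 99 groups, 10 libraries or measures stood out, against 4.95 given by chance. No explanation was tested for the single libraries.

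In D. destructor, 4-cell replicate 1 had a mean r of 0.808 with the other libraries of its stage, against 0.852 to 0.864 for these. Moving replicate 5 had 8034 genes at 1 CPM or more, against 12641 to 13815, and a mean r of 0.486, against 0.659 to 0.699. The paper's table gives this library more genes, close to its numbers for the other Moving libraries, so the deposited column and the paper differ on it.

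In M. incognita, the 10 most abundant genes of 4-cell replicate 4 held 14.0% of its counts, against 4.57% to 6.39%. The mean r was 0.541 for 24-44 cell replicate 5, against 0.614 to 0.639, and 0.595 for 1.5-fold replicate 4, against 0.668 to 0.695. For L1 replicate 3 it was higher than for the others, at 0.746 against 0.730 to 0.731.

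In H. glycines, 24-44 cell replicate 3 had 7869 genes at 1 CPM or more, against 9861 to 10152, and 1.5-fold replicate 4 had 8012, against 11944 to 12671. The mean r of 2-fold replicate 2 was 0.721, against 0.815 to 0.834.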

How the results depend on the processing

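The alternatives without the Comma libraries, without libraries aligned under 50%, with TPM from gene spans and with both near-identical columns were chosen after the data were seen. Replicate and neighbouring-stage correlation had the same direction and side of the threshold in every alternative run, with differences of 0.120 to 0.559 and 0.0537 to 0.312. So did the early-stage correlation, except in M. incognita with Spearman's rho (0.0339), and the number of genes detected, except in M. incognita at 10 CPM (837). Alternatives with TPM from annotated lengths were not run. Counting error and depth limit values near 1 CPM. Unless stated otherwise, the cause was not tested.

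The difference in r at gastrulation was -0.0144 in D. destructor with Spearman's rho and -0.00789 in M. incognita with Comma added, neither past the threshold. In H. glycines it was 0.175 without a log, 0.0433 with a pseudocount of 10 and 0.0292 over genes with at least 10 CPM, all past the threshold, and it was reversed with a pseudocount of 0.1 (-0.00265) and with Comma added (-0.0781). Without each replicate number in turn it was -0.0352 to -0.00974 in D. destructor and -0.0720 to -0.0202 in M. incognita.

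Counts of genes are given below in the order Zygote to 24-44 cell, 24-44 cell to Moving and Moving to L1. DESeq2 called 2594, 5472 and 450 genes in D. destructor, 799, 5253 and 4458 in M. incognita and 2397, 2832 and 673 in H. glycines. With all libraries in 1 fit, 2226, 4566 and 152 genes passed in D. destructor, 773, 2590 and 198 in M. incognita, and 1977 and 309 in the first and last comparison of H. glycines. Without a filter, 3911 passed in the second comparison of D. destructor, 98, 2725 and 1494 in M. incognita, and 1210 and 223 in the first and last of H. glycines. A change of at least 2-fold, a stricter call by construction, left 600 and 1473 in the first and second comparisons of D. destructor, 192 in the last of M. incognita and 378 in the first of H. glycines. In the last comparison of H. glycines, thinning gave 67 genes and both near-identical columns gave 105. RLE factors moved no count by over 1.5 times. Without each library in turn, the counts were 617 to 981, 1720 to 3996 and 0 to 11 in D. destructor, 0 to 2, 731 to 1650 and 52 to 881 in M. incognita, and 27 to 133 in the last comparison of H. glycines.

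With the replicate number as a block, 251 genes passed in the first comparison of D. destructor, 82 (57 higher and 25 lower) in the last of M. incognita, and 967 and 3 in the second and last of H. glycines, and the adjusted p was 0.0669 for Mi_10273 and 0.0957 for HG06089. The numbers do not pair the samples on average: libraries with the same number had a mean correlation of -0.0225 to 0.0409 across stages after stage means were removed, although 1 of 4 pairs in the second comparison of H. glycines reached 0.164, and the cause was not tested further.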

Differences from the paper's values

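No test of this part was chosen after the values were seen. The tables of the paper count genes at 1 TPM or more, whereas the values here count genes at 1 CPM or more. Within 10% of the paper's number lay 51 of 54 libraries of D. destructor, 39 of 54 of M. incognita and 42 of 54 of H. glycines. Both near-identical Moving columns of H. glycines entered this count, although the paper gives those 2 libraries different numbers of genes. A value is said to differ below when the larger number is more than 1.5 times the smaller and their gap exceeds the spread between replicates.

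For 1.5-fold replicate 4 of M. incognita, the paper's number of genes is 8313, and 16832 genes had at least 1 CPM. Among the alternatives set before the data were examined, thresholds of 5 CPM (9106), 10 CPM (5636) and 5 counts (11630) gave values apart from the paper's by less than 1.5 times, though not equal to it, and thresholds of 0.5 CPM (19806) and 1 count (19806) and thinning (17934) gave values that differed.

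For Comma replicate 3 of H. glycines, the paper's number is 8362, and 14447 genes had at least 1 CPM. Thresholds of 5 CPM (12437), 10 CPM (11145) and 5 counts (11145), set before the data were examined, gave values above the paper's by less than 1.5 times, and thresholds of 0.5 CPM (14447) and 1 count (14447) and thinning (13254) gave values that differed.

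The number of expressed genes of M. incognita at L1 is about 33000 in Fig. 5 of the paper, read by eye, and 19032 here, so that L1 is the highest stage of this species in the figure and the lowest here. It differed under all alternatives set before the data were examined: a mean of 0.5 CPM (21562) or 5 CPM (11555), a median of 1 CPM (13352), 1 CPM in at least 2 libraries (17453), thinning (18765) and the omission of each library (18209 to 19016). For D. destructor at Moving, Fig. 5 of the paper shows about 17000 genes, read by eye, which is more than the 15798 genes of the count table.

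At full depth, 24-44 cell replicate 2 of M. incognita has about 11000 genes in Fig. 3 of the paper, read by eye, and 18072 genes with at least 1 count here. The alternatives set before the data were examined, at least 5 counts (13681) and at least 1 CPM (16446), gave values above the paper's by less than 1.5 times.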

Other observations

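The test of gene span in the Comma libraries, the test of an intermediate state, the span ratio of H. glycines alone, and the comparisons of the 10 most abundant genes and of chromosomes were chosen after the results were seen. Late in embryogenesis, the 10 most abundant genes held on average a larger share of the counts. From Zygote to 24-44 cell, they held 8.21% ± 1.55 (SD, n = 24) of the counts in D. destructor, 4.08% ± 2.44 (SD, n = 25) in M. incognita and 6.71% ± 3.53 (SD, n = 25) in H. glycines. From 2-fold to L1 they held 13.8% ± 4.19 (SD, n = 15), 24.8% ± 12.6 (SD, n = 15) and 14.1% ± 5.24 (SD, n = 13). Two-sided permutation tests gave p = 2e-05, p = 1e-05 (the smallest possible) and p = 2e-05. Single libraries were permuted and not whole stages, so each p measures the spread between embryos, not between stages.

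Genes that rose from 24-44 cell to Moving lay next to each other more often than random placement among the tested genes gives. In D. destructor, 246 pairs of neighbouring tested genes both rose, 131 of them on the same strand and 26 overlapping, against a mean of 166 and a highest of 206 in 10000 shuffles. In M. incognita there were 107 pairs, against a mean of 34.9 and a highest of 59, and in H. glycines 205, against a mean of 98.2 and a highest of 137. Genes that fell did so too in D. destructor (135 pairs, 22 of them overlapping, highest shuffle 113) and H. glycines (59, highest 49). In M. incognita they did not (1 pair, mean 0.855). Overlapping genes may share reads in counts without strand information, and their pairs were not left out of these numbers. Tandem copies that share reads were not separated from genes that rose independently. On chromosome 4 of D. destructor, 10.4% of 4002 tested genes rose between these stages, against 13.0% elsewhere (Fisher's exact test, adjusted p = 0.00111 over 16 tests), and 9.60% fell, against 7.74% (adjusted p = 0.00611 in the same exact tests). Chromosome 4 was not alone: between these stages, more genes rose on chromosome 1 (13.8% against 11.7%) and fewer fell on chromosomes 2 (7.22% against 8.79%) and 3 (7.19% against 8.72%), and between Zygote and 24-44 cell fewer rose on chromosome 4 (9.41% against 11.0%) and fewer fell on chromosome 2 (1.94% against 2.87%), each at adjusted p = 0.0421 in these exact tests. Genes on a chromosome are not independent, so these p-values overstate the evidence.

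The 5 Comma libraries of H. glycines were less similar to every other stage than those stages were to each other. Fewer counts do not account for this: with all libraries thinned to the smallest total, the mean r of Comma with other stages was 0.337, against at least 0.586 between any other 2 stages. The higher mean r of Comma with a neighbouring stage was 0.420 and the neighbours had 0.787 with each other, which meets the condition set against an intermediate state but follows from the pattern itself, and so decides nothing about such a state. Among 2231 genes under 1 CPM in the other stages, log2(CPM + 1) rose with log2 gene span with a median slope of 0.126 in Comma libraries (0.0739 to 0.234). The highest value in another library was 0.0276 (24-44 cell replicate 4), which meets the condition set for genomic DNA amplified with the RNA. But each other stage had its own set of 1159 to 1212 genes, also under 1 CPM at Comma. Low slopes there may follow from that choice of genes, so the comparison decides nothing about genomic DNA. Over all genes, the 10% with the longest span held 26.7% to 30.2% of the counts in the Comma libraries. No other library of the species had more than 22.2% (Moving replicate 1). On a common set of genes, long genes thus held more of the counts at Comma, but this share does not tell the cause. Unspliced RNA or a length bias may also give the slope at Comma. A biological difference at Comma was not tested and stays open.

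For the larger share held by the 10 most abundant genes late in embryogenesis, chance amplification of different molecules in each embryo is argued against as the whole cause, since pairs of libraries of the same late stage shared a mean of 4.64 of these genes in H. glycines, 4.73 in D. destructor and 5.53 in M. incognita. In pairs of the same early stage the means were 6.16, 6.59 and 5.02, so a contribution of it late in H. glycines and D. destructor stays open. A bias toward short genes in late libraries is argued against in M. incognita and D. destructor, where the median span of these genes was 2.99 and 1.74 times that of the early libraries. In H. glycines the ratio was 0.768, so such a bias may contribute there. Developmental change between the stages was not tested and stays open.

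The lower replicate correlation of M. incognita in the median over stages is not accounted for by fewer counts per gene. Over genes with a mean of at least 50 CPM in a stage, the median r within stages was 0.361 in M. incognita, against 0.510 in H. glycines and 0.568 in D. destructor. This does not hold at every stage: M. incognita had the highest r of the species over these genes at Comma (0.462, against 0.266 in D. destructor and 0.234 in H. glycines) and Moving (0.398, against 0.295 and 0.214), and at L1 its 0.493 lay beside 0.486 in D. destructor and under 0.603 in H. glycines. Reads shared between near-identical gene copies and a biological difference between the species were not tested and stay open.

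The rise in genes detected per embryo from Zygote to 8-cell to Comma to Moving was 0.47 on the log2 scale in D. destructor, 0.36 in M. incognita and 0.46 in H. glycines. Pairwise differences between species did not pass a permutation test (adjusted p = 0.591 for D. destructor and M. incognita, 0.971 for D. destructor and H. glycines and 0.591 for M. incognita and H. glycines).

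Other splits of the same libraries were tested, 100 per comparison with the real one. In 7 of the 9 comparisons, 1 split, the real one, gave a count as large, the smallest share that 100 splits can give. The other splits mixed the 2 stages. Splits cannot separate stage from a batch or culture that the embryos of a stage may share. The real count and the highest of the other splits were 1173 and 27, then 2328 and 166, in the first 2 comparisons of D. destructor. They were 906 and 0, then 319 and 7, in the last 2 of M. incognita, and 805 and 1, 1503 and 204, and 38 and 5 in H. glycines. For D. destructor from Moving to L1 and M. incognita from Zygote to 24-44 cell the real count was 0, so all 100 splits necessarily gave a count as large (highest other 1 in both), and the test says nothing there.

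The paper's alignment rates per library range from 41.14% to 79.54% in D. destructor, with 9 libraries under 50%, from 37.65% to 96.06% in M. incognita, with 6 under 50% and 20 over 90%, and from 62.95% to 92.19% in H. glycines, with 3 over 90%. These are the paper's values.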
